A study of mouse gut metagenome with 45 samples. Its data were reported in "Btla signaling in conventional and regulatory lymphocytes coordinately tempers humoral immunity in the intestinal mucosa" (2022).

How the data were processed

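Fecal pellets of mice were frozen, DNA was extracted with a stool kit and bead beating, and the V3-V4 region of the bacterial 16S rRNA gene was sequenced in read pairs on a MiSeq instrument. The authors clustered the reads into operational taxonomic units (OTUs) with the CLC Microbial Genomics Module, and they named each OTU by its best BLAST match in a database of 16S sequences. The software version and the clustering identity are not stated in the sources. The deposited table holds counts, in reads per OTU and sample, without normalization. It also gives, per the file headers, the percent identity of each OTU to its best match, with a median of 94.8 over OTUs.

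The table held 632 OTUs, of which 621 had a name, and the lowest total of an OTU over all columns was 10 reads. The 11 OTUs without a name held 0.122% of reads (at most 0.492% in a sample) and were left out. Counts were summed over OTUs with the same name, which gave 142 species-level names, 81 genera and 31 families or orders. Of all reads 48.7% lay in OTUs with an identity of at least 95% and 16.4% in OTUs under 90%, so that many names stand for the nearest described relative. The labels describe 45 samples in 10 groups, and replicates within a group are different animals. A total of 35 columns could be mapped to samples of 8 groups. The other 9 count columns, of strains in which Btla was deleted with cre expressed from Foxp3, do not show which genotype they hold, and they were not used in any step. The 2 comparisons of these strains with Btla^flox mice and their direct contrast, although planned, were not run. Fits of the Btla strains therefore used 15 of the 25 samples in the design, and interactions used 25 of 35. Fits of the Tnfrsf14 strains and of the antibody experiment used 10 samples each. The reads used per library ranged from 8300 to 107748 in the Btla strains, from 3239 to 324409 in the Tnfrsf14 strains and from 6170 to 79426 in the antibody experiment. Where a taxon had 0 reads in every library of a group, the upper limit was 3 counts over the summed reads of the group, and lower bounds of fold changes are the lower of the ratios of the mean relative abundance and of the pooled share of the other group to it. No such limit can be given for taxa absent from the table, since it lists no OTU with fewer than 10 reads. Intervals of shares in single libraries are 95% Wilson intervals.

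Each cre strain was compared with the floxed mice of the same gene, the antibody with control Ig, and both cre strains of a gene with each other. Interactions compared the effect of a cre line between the Btla and the Tnfrsf14 strains. Species-level taxa were tested with quasi-likelihood F tests of edgeR (version 4.0.16, R version 4.3.3), with total reads as library sizes and 1 fit per experiment or gene, two-sided. Taxa with at least 1 read in at least 3 samples and a mean of at least 0.01% of reads were tested, and the threshold was a Benjamini-Hochberg adjusted p of 0.05. The SE given with a log2 fold change of edgeR is its absolute value over the square root of F. It restates the test and is not a separate estimate. Community composition was compared by PERMANOVA on Bray-Curtis distances of relative abundances, one-sided in F (permutational analysis of variance). The Shannon index (natural log), the summed shares of families and those of lists of taxa were compared by the difference of group means, two-sided, the shares as log2 of the percentage plus 0.01. All of these tests enumerated every split of the samples and are exact permutation tests, with smallest possible p of 0.00794 for 5 against 5, 0.0286 for 3 against 4 and 0.1 for 3 against 3. Families with a mean of at least 0.5% in either group were tested, and p was adjusted over the families or over the lists of a comparison. There were 22 lists of gut taxa, among them butyrate producers, Clostridium species, Bifidobacterium, Parasutterella with Sutterella, and the 6 taxa that the study named on samples of this series, 2 in the Btla strains and 4 in the antibody experiment. No name in the table belonged to the lists of segmented filamentous bacteria, of reagent and skin contaminants, or of host and plant reads. A missing name does not show that an organism was absent, since names are nearest matches. The study measured segmented filamentous bacteria by PCR and reported more of them in feces of Btla^ΔCd19 mice. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-bio 0.7.3 and matplotlib 3.10.9 was used.

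The groups, comparisons, tests, lists and alternatives were chosen before the data were examined, except where the text says otherwise. The taxa named in the text followed a rule of the same kind. In each comparison these were the taxa past the threshold with a mean of at least 0.1% of reads in either group, up to the 10 largest fold changes in each direction. Where fewer than 3 passed, the 5 taxa of that abundance with the smallest p were added as values that did not pass. The tested taxa named by the study were given in every comparison, as were the families and lists that passed or else the 3 with the smallest p. Up to 5 taxa were named for each direct contrast and interaction.

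The alternatives were TMMwsp scaling, DESeq2 (version 1.42.0) with poscounts size factors, an exact rank-sum test with and without adjustment, no abundance filter and a filter of 0.1%, the levels of OTU, genus and family, fits with only the 2 groups compared or with all 35 libraries, the replicate number as a block, and each library left out in turn. For the community these were square-root transformed, rarefied (3239 reads), Jaccard and Aitchison distances, the number of taxa after rarefying and the inverse Simpson index. For the shares these were a pseudocount of 0.1% and a denominator without the most abundant taxon. Leaving out the 3 libraries that lay nearer to another set of mice was chosen after the data were seen, as were the difference of cre effects on the Shannon index with its alternatives, the lower bounds of fold changes with single libraries left out and a Bacteroides list without Bacteroides xylanolyticus. The tests were also run on simulated data. With no change simulated, edgeR called between 0 and 2 taxa per comparison over all rounds. With changes that left the other taxa in place, a 16-fold change was found for 79.7% and 80.6% of taxa in the Btla^ΔCd4 and Btla^ΔCd19 comparisons, 81.7% in the antibody comparison, and 26.9% and 5.71% in the Tnfrsf14^ΔCd4 and Tnfrsf14^ΔCd19 comparisons. The share of wrong calls was then at most 5.26%. Where simulated changes displaced the other taxa, because shares add up to the whole, between 12.9% and 67.2% of calls fell on taxa that had not changed themselves. The permutation tests made calls in 3.0% to 3.5% of 200 rounds with no change.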

Results

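The bacteria of fecal pellets were profiled by sequencing of the 16S rRNA gene in 35 mice, 1 library per mouse, to ask whether loss of Btla or of its ligand Hvem in T cells or B cells, or stimulation of Btla with an antibody, was accompanied by a different fecal microbiota. Btla is an inhibitory receptor of lymphocytes, and Hvem is encoded by Tnfrsf14. Mice with a floxed Btla gene served as controls (Btla^flox, n = 5) for mice in which cre expressed from Cd4 deleted the gene in T cells (Btla^ΔCd4, n = 5) or cre expressed from Cd19 deleted it in B cells (Btla^ΔCd19, n = 5). The corresponding strains with a floxed Hvem gene were Tnfrsf14^flox (n = 3), Tnfrsf14^ΔCd4 (n = 4) and Tnfrsf14^ΔCd19 (n = 3). Wild-type mice received either the agonistic anti-Btla antibody 6A6 (n = 5) or control hamster Ig (n = 5). The reads used per library ranged from 3239 to 324409, with a median of 30666. In the smallest library a count of 0 allowed a relative abundance of up to 0.0926% (3 counts of its reads). Such limits, and the intervals given for single libraries, cover counting error only, since reads copied by PCR are not independent molecules. Taxa carry the name of their nearest database match, and only 18.4% of reads lay in operational taxonomic units (OTUs) that matched a named sequence at 97% identity or more. All values are relative abundances, so that an increase of 1 abundant taxon lowers the share of the others. The labels give no cage, litter or batch, and mice were treated as independent. In the comparisons of strains, loss of the gene therefore cannot be told apart from a difference of cage or litter.

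The family S24-7, now called Muribaculaceae, formed the largest part of the community in Btla^flox mice (57.8% ± 14.4, SD, n = 5) and a smaller part in mice given control Ig (26.6% ± 15.2, SD, n = 5). The first axis of a principal coordinate analysis of Bray-Curtis distances held 65.2% of the variation, and the second held 8.98%. Of the 35 libraries, 3 lay nearer to another set of mice than to their own, in mean Bray-Curtis distance over OTUs. The library labelled Btla^flox replicate 1 had 5 of its 5 nearest libraries among the Tnfrsf14 strains. Those of control Ig replicate 2 were 5 of 5 among the Btla strains, and those of Tnfrsf14^flox replicate 1 were 5 of 5 in the antibody experiment. Alistipes putredinis, a bile-resistant member of the Rikenellaceae, made up between 1.91% and 5.95% of reads in the 14 other libraries of the Btla strains, but 0.00288% in Btla^flox replicate 1 (95% Wilson interval 0.000508% to 0.0163%). It was at most 0.0278% in the 9 other libraries of the antibody experiment and 7.29% in control Ig replicate 2 (95% Wilson interval 7.06% to 7.52%). All libraries stayed in the groups of their labels.

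**Figure D1:**
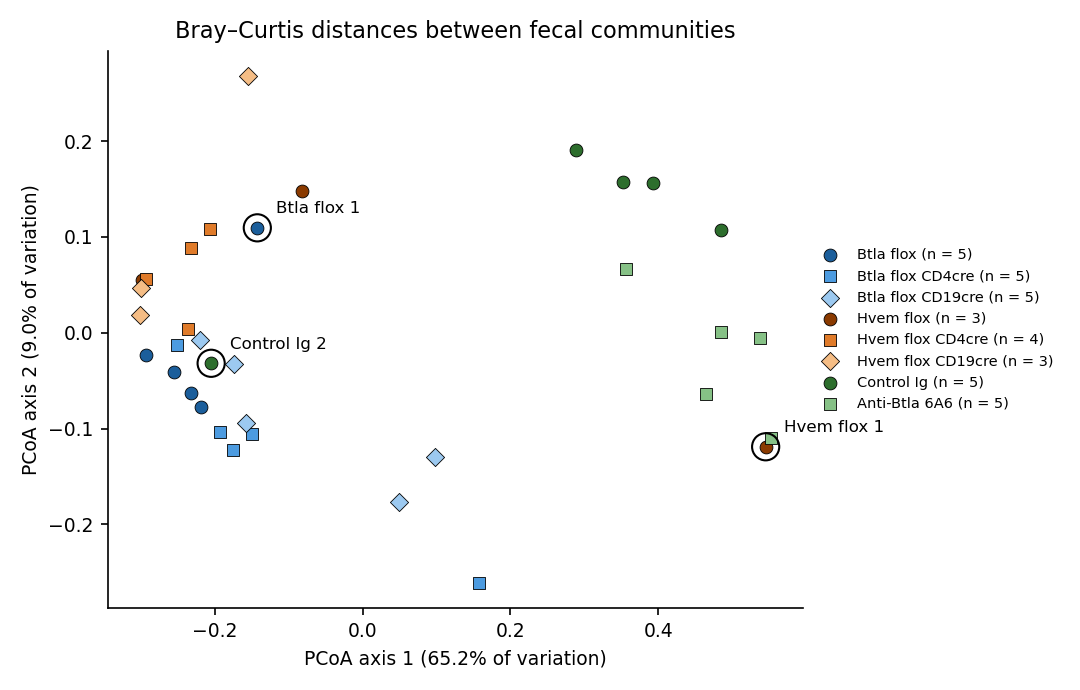
Principal coordinate analysis of Bray-Curtis distances between the relative abundances of species-level taxa, with 1 point per library, coloured by group. The first axis (65.2% of the variation) and the second (8.98%) are shown, and circles mark the 3 libraries that lay nearer to another set of mice than to their own.

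**Figure D2:**
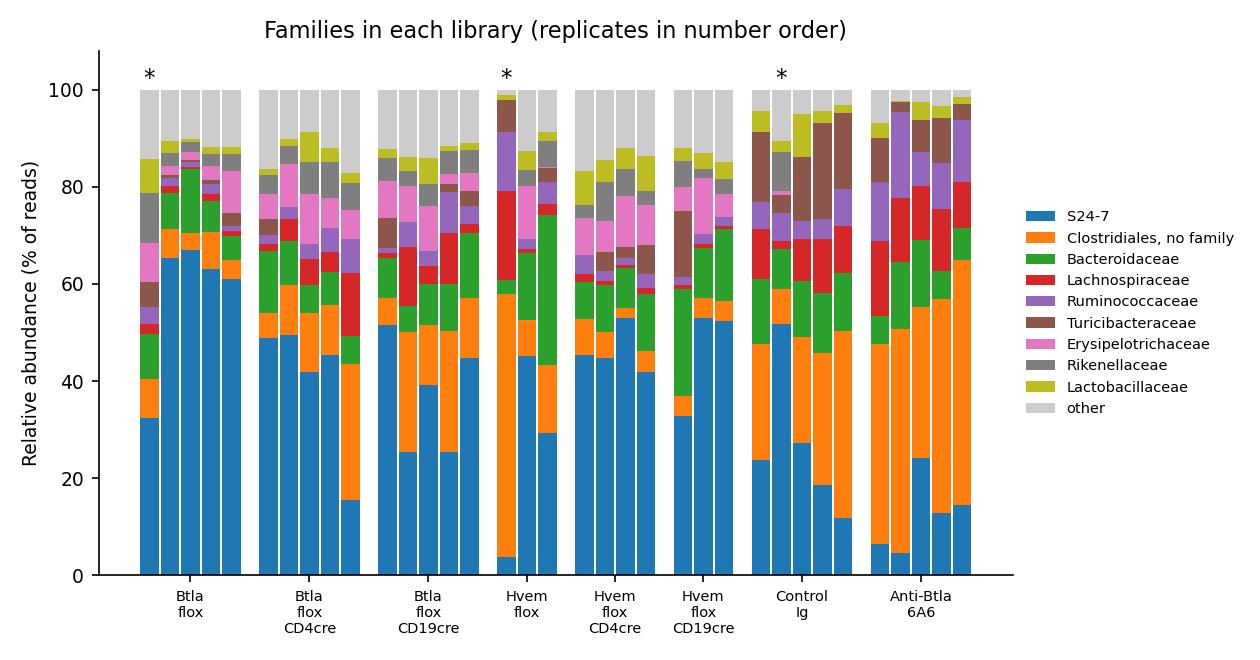
Relative abundance of the most abundant bacterial families, in percent of the reads of each library, with 1 bar per library in the order of the replicate numbers within each group. S24-7 averaged 57.8% in Btla^flox, 40.2% in Btla^ΔCd4 and 37.3% in Btla^ΔCd19 mice, and asterisks mark the 3 libraries that lay nearer to another set of mice.

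In mice lacking Btla in T cells, 4 taxa were higher and 1 was lower than in Btla^flox mice. Roseburia faecis, a butyrate producer of the Lachnospiraceae, rose from 0.0177% ± 0.0102 to 0.357% ± 0.462 of reads (SD, n = 5 each), which is 20.2-fold, and each of the 5 Btla^ΔCd4 libraries lay above every control. Of these, replicate 5 held 1.18% and the other 4 between 0.105% and 0.253%, and without it the log2 fold change went from 4.30 to 3.06 and did not pass. Anaerostipes butyraticus, also a butyrate producer, rose from 0.0339% ± 0.0227 to 0.284% ± 0.280 and was likewise above every control in 5 of 5 libraries, with 0.777% in replicate 5 (log2 fold change 3.08, and 2.26 without it, which did not pass). Eisenbergiella massiliensis, another member of the Lachnospiraceae, rose from 0.0475% ± 0.0349 to 1.22% ± 0.849 and was above every control in 4 of 5 libraries. Anaeroplasma abactoclasticum, an anaerobe without a cell wall, had reads in 5 of 5 Btla^ΔCd4 libraries (0.103% ± 0.0859) and in 0 of 5 controls, at least 73.8-fold higher against a floor of 3 counts over the control group (49.7 to 89.1 with single libraries left out). Clostridium saudiense made up 0.378% ± 0.144 of reads in the controls and had 0 reads in all 5 Btla^ΔCd4 libraries, at least 169-fold lower against the same kind of floor (121 to 195 with single libraries left out).

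Among the groups of taxa, butyrate producers had 20 tested members, of which 3 rose over all taxa tested and 3 when adjusted over the list alone. The fitted log2 fold change was above 0 for all 20 with scaling to total reads and for 13 with TMMwsp scaling or with DESeq2. The median over all taxa tested lay above 0 as well with scaling to total reads, so that such counts by themselves say little about a list. The summed share of butyrate producers was 6.74% ± 3.64 against 2.49% ± 1.17 (exact permutation test, p = 0.0159, adjusted p = 0.143 over 18 lists, n = 5 each). Of 19 tested Clostridium species 1 fell, and 1 did so when adjusted over the list alone. The log2 fold change was above 0 for 16 of them, and for 12 with TMMwsp scaling or with DESeq2. Of the 6 taxa that the study named, Alistipes putredinis and Parasutterella excrementihominis had been chosen on the Btla strains, so that their direction here is not independent evidence, and the other 4 in the antibody experiment. Of the 6, 0 passed the edgeR test, also when adjusted over the list alone. Without adjustment 1 of them had p under 0.05. Alistipes putredinis was 4.48% ± 1.31 against 1.84% ± 1.14 (log2 fold change 1.29 ± 0.82, SE, adjusted p = 0.375), with 5 of 5 libraries above the control mean. Parasutterella excrementihominis, an anaerobe that ferments few sugars, was 0.494% ± 0.20 against 0.849% ± 0.242 (adjusted p = 0.428), with 5 of 5 libraries below the control mean. Clostridium asparagiforme was 1.79% ± 0.929 against 0.687% ± 0.435, Oscillibacter ruminantium 1.10% ± 0.764 against 0.280% ± 0.156, Oscillibacter valericigenes 0.474% ± 0.279 against 0.253% ± 0.267, and Flintibacter butyricus 0.646% ± 0.251 against 0.332% ± 0.225. Btla^flox replicate 1 held 0.714% of Oscillibacter valericigenes, whose log2 fold change ranged from 0.63 to 1.80 with single libraries left out. Together the study-named taxa made up 9.0% ± 3.06 against 4.24% ± 0.937 (exact permutation test, p = 0.0159, adjusted p = 0.143). The families with the smallest p were Lachnospiraceae (5.69% ± 4.37 against 1.28% ± 0.653, exact permutation p = 0.0317), Alcaligenaceae, which held only Parasutterella, and Turicibacteraceae (0.658% ± 1.47, all in replicate 1, against 1.96% ± 2.01, exact permutation p = 0.0397). Their adjusted p was 0.190, so none of the 16 families tested passed. S24-7, the largest family, made up 40.2% ± 14.2 against 57.8% ± 14.4 (exact permutation p = 0.159). Without Btla^flox replicate 1 the controls held 64.1% ± 2.65 of it (exact permutation p = 0.0238, adjusted p = 0.109).

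The taxa were tested with edgeR and Benjamini-Hochberg adjustment over 97 taxa, and the adjusted p was 0.0300 for Clostridium saudiense and Roseburia faecis and 0.0484 for the other 3. The log2 fold changes of the taxa with reads in both groups were 4.30 ± 1.01 (SE) for Roseburia faecis, 4.70 ± 1.30 for Eisenbergiella massiliensis and 3.08 ± 0.84 for Anaerostipes butyraticus. The median over the 97 taxa was 0.96, and it shifted by -0.72 with TMMwsp scaling and by -0.92 with DESeq2. The community as a whole differed between the strains (permutational analysis of variance on Bray-Curtis distances, R2 = 0.263, one-sided exact permutation p = 0.0397, n = 5 each). The Shannon index was 2.62 ± 0.478 against 1.98 ± 0.496 (SD), a difference that did not pass a two-sided exact permutation test (p = 0.0635). The number of changed taxa was 2 with TMMwsp scaling, 8 with DESeq2 and 0 with an exact rank-sum test after adjustment, in which many taxa would have to reach the smallest possible p of 0.00794 together. With single libraries left out it was 16 without Btla^flox replicate 1, 8 without Btla^ΔCd4 replicate 1, 2 without Btla^flox replicate 2 or Btla^ΔCd4 replicate 2, 3 or 4, and 0 without Btla^flox replicate 3, 4 or 5 or Btla^ΔCd4 replicate 5. The community difference no longer passed without any 1 of replicates 2, 3, 4 and 5 of either group (R2 between 0.218 and 0.278). Without the library labelled Btla^flox replicate 1, which lay among the Tnfrsf14 strains, 14 taxa were higher and 2 lower, the 5 taxa above still among them. Lactobacillus gasseri, chosen here after its values were seen, was then at 0.986% ± 0.418 in Btla^ΔCd4 mice and at 0 reads in the 4 other controls, at least 589-fold higher (360 to 653 with 1 more library left out). The community difference then had R2 = 0.425 (exact permutation p = 0.0159) and the Shannon difference was 0.851 (exact permutation p = 0.0159).

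**Figure D3:**
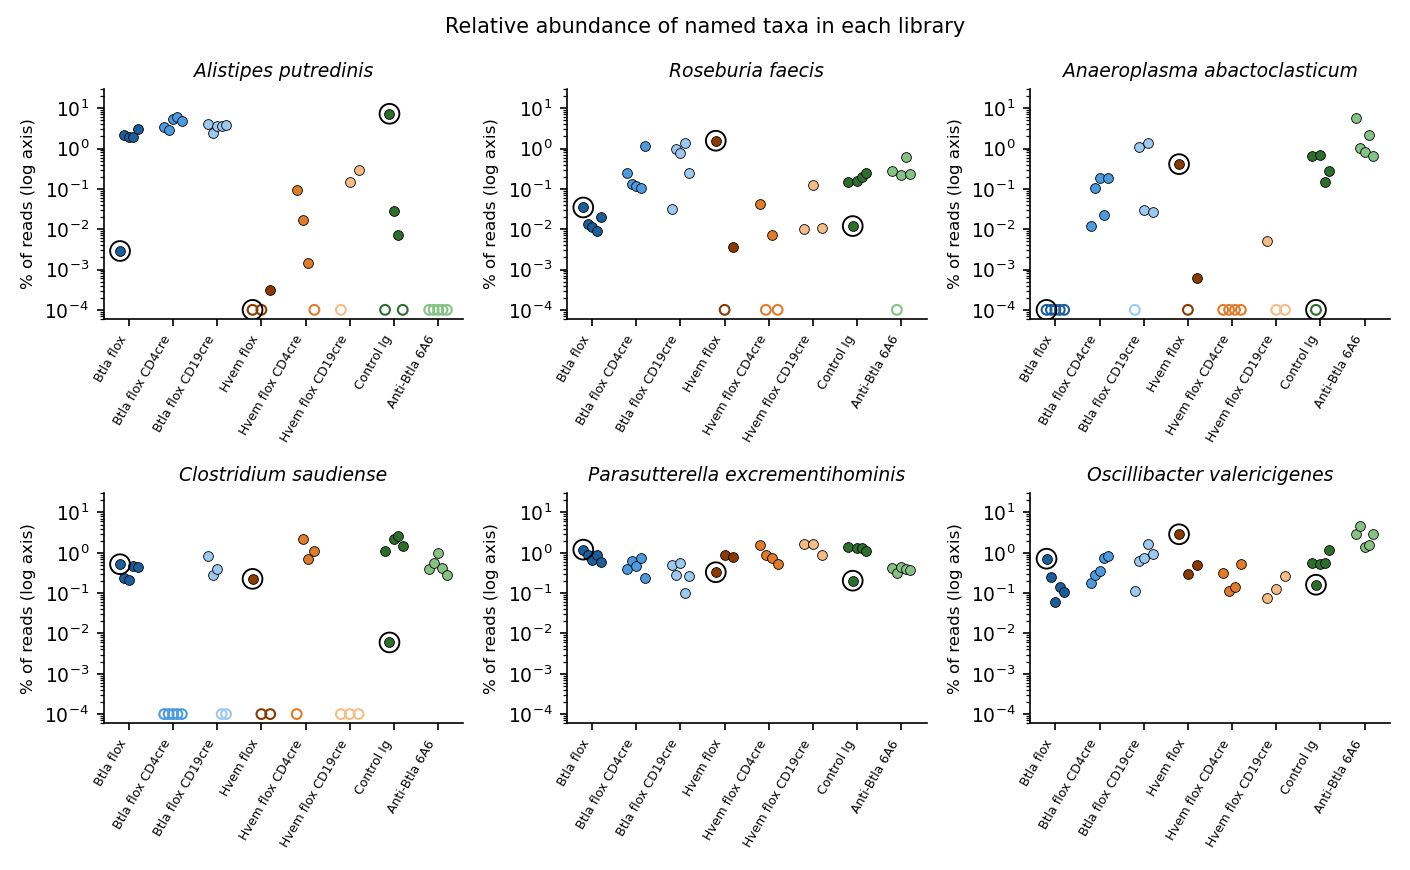
Relative abundance of 6 taxa, in percent of reads on a log axis, with 1 point per library in each of the 8 groups. Open symbols at the bottom are libraries with 0 reads of the taxon, and larger circles mark the 3 libraries that lay nearer to another set of mice, among them control Ig replicate 2 with 7.29% of Alistipes putredinis.

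In mice lacking Btla in B cells, 2 taxa were higher than in Btla^flox mice and none was lower. Roseburia faecis rose from 0.0177% ± 0.0102 to 0.681% ± 0.551 of reads (SD, n = 5 each), which is 38.4-fold, and was above every control in 4 of 5 libraries. Anaeroplasma abactoclasticum had reads in 4 of 5 Btla^ΔCd19 libraries (0.514% ± 0.685) and in 0 of 5 controls, at least 367-fold higher. Replicates 2 and 4 held 1.12% and 1.39% and the other 3 at most 0.0293%, and the bound was 104-fold without replicate 2 and at most 458-fold with another library left out. Clostridium asparagiforme was 4.20% ± 3.86 against 0.687% ± 0.435 and above the control mean in 5 of 5 libraries, without passing the test (adjusted p = 0.0573). Replicate 2 held 10.3% of it, and without that library the log2 fold change went from 2.61 to 1.96. Parasutterella excrementihominis was 0.343% ± 0.189 against 0.849% ± 0.242, and each of the 5 Btla^ΔCd19 libraries lay below every control (adjusted p = 0.148).

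Of 20 tested butyrate producers 1 rose over all taxa and 3 when adjusted over the list alone. Their log2 fold change was above 0 for all 20 with scaling to total reads, for 16 with TMMwsp scaling and for 14 with DESeq2, and their summed share was 6.72% ± 3.91 against 2.49% ± 1.17 (exact permutation p = 0.0635, adjusted p = 0.184). As for Btla^ΔCd4, the median over all taxa tested also lay above 0 with scaling to total reads. Anaerostipes butyraticus (0.273% ± 0.204 against 0.0339% ± 0.0227) and Clostridium oroticum (0.372% ± 0.371, with 0.937% in replicate 2, against 0.0279% ± 0.0127) did not pass. The log2 fold change of Clostridium oroticum ranged from 3.04 to 4.05 with single libraries left out. Frisingicoccus caecimuris (0.168% ± 0.144 against 0.0216% ± 0.0152) did not pass either, and these 3 taxa had an adjusted p of 0.0516. Clostridium methylpentosum was 0.323% ± 0.522, with 1.24% in replicate 4, against 0.0255% ± 0.0198 (adjusted p = 0.118). Of 19 Clostridium species none passed over all taxa and 2 rose when adjusted over the list alone, with log2 fold changes above 0 for 15, and for 11 with TMMwsp scaling or with DESeq2. Clostridium species together held 14.7% ± 9.14 against 5.17% ± 1.65 of reads (exact permutation p = 0.0397, adjusted p = 0.184). Of the 6 taxa named by the study none passed over all taxa and 1, Clostridium asparagiforme, rose when adjusted over the list alone. The study had named it in the antibody experiment and reported that the taxa named there were not among those raised in Btla^ΔCd19 mice. Their sum was 10.4% ± 3.91 against 4.24% ± 0.937, and the list of Parasutterella and Sutterella held only Parasutterella excrementihominis. Both lists had an exact permutation p of 0.00794, the smallest that 5 against 5 can give, and an adjusted p of 0.0714. The study had chosen Parasutterella excrementihominis and Alistipes putredinis on the Btla strains, so that neither p is independent evidence. Alistipes putredinis was 3.54% ± 0.626 against 1.84% ± 1.14, with a log2 fold change of 0.95 with scaling to total reads, of -0.16 with TMMwsp scaling and of -0.0941 with DESeq2, and it did not pass (adjusted p = 0.418). Oscillibacter valericigenes was 0.813% ± 0.554 against 0.253% ± 0.267, Oscillibacter ruminantium 0.726% ± 0.502 against 0.280% ± 0.156 and Flintibacter butyricus 0.815% ± 0.480 against 0.332% ± 0.225. The log2 fold change of Oscillibacter valericigenes, at 0.714% in Btla^flox replicate 1, ranged from 1.26 to 2.57 with single libraries left out. The families with the smallest p were Alcaligenaceae (exact permutation p = 0.00794, adjusted p = 0.127), Clostridiales without a named family (16.0% ± 8.54 against 5.8% ± 2.05, exact permutation p = 0.0317) and Anaeroplasmataceae (exact permutation p = 0.0476). The adjusted p of the last 2 was 0.229. S24-7 made up 37.3% ± 11.7 against 57.8% ± 14.4 (exact permutation p = 0.0714). Without Btla^flox replicate 1 the controls held 64.1% ± 2.65 of it (exact permutation p = 0.0159, adjusted p = 0.127).

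The edgeR test over 97 taxa gave an adjusted p of 0.0142 for Roseburia faecis (log2 fold change 5.23 ± 1.06, SE) and of 0.0305 for Anaeroplasma abactoclasticum. The median log2 fold change over the 97 taxa was 1.00, and it shifted by -0.96 with TMMwsp scaling and by -1.04 with DESeq2. The Shannon index was 2.74 ± 0.444 against 1.98 ± 0.496 (SD, two-sided exact permutation test, p = 0.0476, n = 5 each). The community as a whole did not pass the test (R2 = 0.265, one-sided exact permutation p = 0.0556). The number of changed taxa was 1 with TMMwsp scaling, 4 with DESeq2 and 0 with an exact rank-sum test after adjustment, which has the same limit here. With single libraries left out it was 12 without Btla^ΔCd19 replicate 1, 6 without replicate 5, 5 without Btla^flox replicate 1, 1 without Btla^ΔCd19 replicate 2 or 4, and 0 without Btla^flox replicate 3, 4 or 5. The Shannon difference no longer passed without any 1 of replicates 2, 3, 4 and 5 of either group (between 0.653 and 0.825), while the community difference passed without Btla^ΔCd19 replicate 1 (R2 = 0.361). Without the library labelled Btla^flox replicate 1, 5 taxa were higher, with Roseburia faecis and Anaeroplasma abactoclasticum still among them. The Shannon difference was then 0.979 and that of the community had R2 = 0.447 (exact permutation p = 0.0159 for each).

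Both Btla comparisons use the same 5 control libraries, so that part of what they share comes from the controls. The 2 taxa that rose in Btla^ΔCd19 mice had also risen in Btla^ΔCd4 mice, where independent calls would share 0.0825 taxa. Shared controls make the calls dependent, and simulated unchanged groups set against the same controls shared 0.01 taxa per round (range 0 to 1 over 100 rounds). These groups had only 0.01 and 0.02 taxa called higher per round, so that a shared count near 0 was given in advance. They were drawn from the control means, where Anaeroplasma abactoclasticum had 0 reads and could not be called. The simulation is therefore no measure of chance for the 2 shared taxa. Across the 97 taxa, which are not independent replicates, the log2 fold changes had a Pearson r of 0.40 and the same sign for 77.3%. The simulated groups gave a mean r of 0.486 (range 0.16 to 0.753), so that this r is no larger than shared controls alone give. The covariance was 2.37, above the simulated mean of 0.675 (range 0.18 to 1.93). Simulated taxa were drawn independently of each other and without deviations common to a library, so that this gap is no test of a shared effect. With the controls split so that no library served both comparisons, the mean r over 20 assignments was 0.129 (range -0.18 to 0.457), the mean covariance was 0.525 (range -1.64 to 2.41), and 0 taxa rose in both comparisons in any assignment. With so few controls only 0.5 and 0.4 taxa per assignment were called higher for Btla^ΔCd4 and Btla^ΔCd19. The overlap of 0 was thus nearly fixed by the lost calls and does not show where the shared calls came from. Without the library labelled Btla^flox replicate 1, r was 0.538, the covariance was 3.52 and 5 taxa rose in both. In the direct contrast of both strains 1 of 97 taxa passed the edgeR test. Clostridium saudiense had 0 reads in all 5 Btla^ΔCd4 libraries and 0.303% ± 0.347 in Btla^ΔCd19 mice (reads in 3 of 5), at least 141-fold lower (adjusted p = 0.0404), and 78.4-fold without Btla^ΔCd19 replicate 1, which held 0.841%. The count was 0 with TMMwsp scaling, which shifted the median log2 fold change by 0.21. It was 4 without Btla^ΔCd4 replicate 1, 2 without Btla^ΔCd19 replicate 1, and 0 without Btla^ΔCd4 replicate 2, 3, 4 or 5 or Btla^ΔCd19 replicate 2 or 3.

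**Figure D4:**
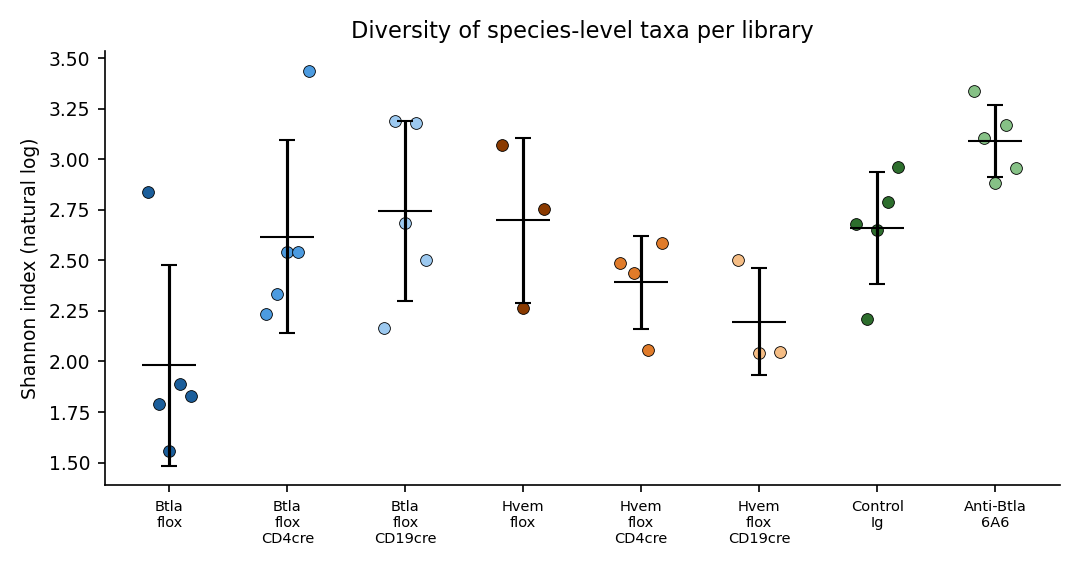
Shannon index (natural log) over species-level taxa, with 1 point per library and the mean with its SD for each of the 8 groups. The means were 1.98 in Btla^flox, 2.62 in Btla^ΔCd4 and 2.74 in Btla^ΔCd19 mice, and 2.66 with control Ig and 3.09 with anti-Btla.

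Mice given the agonistic anti-Btla antibody had a more diverse community than mice given control Ig, and no single taxon passed the test. The Shannon index was 3.09 ± 0.179 against 2.66 ± 0.277 (SD, n = 5 each), higher by 0.432. Oscillibacter valericigenes, a valerate producer that the study named, was 2.64% ± 1.28 against 0.603% ± 0.372, and each of the 5 treated libraries lay above every control. Gracilibacter thermotolerans (0.605% ± 0.344 against 0.126% ± 0.0378), Clostridium indolis (1.56% ± 0.430 against 0.526% ± 0.0992) and Phocea massiliensis (0.514% ± 0.123 against 0.138% ± 0.0722) also lay above every control in 5 of 5 libraries. These 4 taxa, and Marinilabilia salmonicolor (1 read, 0.000252% ± 0.000563, against 0.660% ± 1.46), had an adjusted p of 0.0862. Of the control libraries, replicate 2, which lay among the Btla strains, held 3.27% of Marinilabilia salmonicolor, and the other 4 held at most 0.0185%.

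The Clostridiales without a named family made up 42.6% ± 7.21 of reads against 23.8% ± 11.3, and Ruminococcaceae 11.9% ± 3.96 against 5.28% ± 1.48 (exact permutation p = 0.0159 for each). Anaeroplasmataceae were 2.10% ± 2.15, with 5.78% in replicate 1, against 0.355% ± 0.311 (exact permutation p = 0.0238). Their log2 difference ranged from 1.96 to 3.50 with single libraries left out, and was lowest without control Ig replicate 2. That of Clostridiales without a named family ranged from 0.63 to 1.23, also lowest without that library, where the controls held 27.9% ± 7.47. The log2 difference ranged from 0.985 to 1.31 for Ruminococcaceae, from 0.924 to 1.61 for butyrate producers and from 0.436 to 0.826 for Clostridium species. The adjusted p of these 3 families was 0.0952 over 12 families. None of the lists passed either. Butyrate producers held 13.8% ± 3.54 against 6.09% ± 3.02, Clostridium species 38.3% ± 6.50 against 24.7% ± 8.21, and the study-named taxa 13.9% ± 4.17 against 8.17% ± 0.801, with an adjusted p of 0.101 for each (exact permutation tests over 19 lists). Of 22 butyrate producers 0 passed, also when adjusted over the list alone, and 17 had a log2 fold change above 0, against 14 with TMMwsp scaling or with DESeq2. Of 22 Clostridium species 0 passed, also when adjusted over the list alone, and 18 had a log2 fold change above 0, against 12 with TMMwsp scaling and 11 with DESeq2. With scaling to total reads the median over all taxa tested lay above 0 too. Of the 6 taxa the study named 0 passed over all taxa, and 3 rose and 2 fell when adjusted over the list alone. The 3 that rose, Oscillibacter valericigenes, Oscillibacter ruminantium and Flintibacter butyricus, had been chosen on these mice, which is not independent evidence, and the 2 that fell, Parasutterella excrementihominis and Alistipes putredinis, in the Btla strains. Oscillibacter ruminantium was 1.93% ± 0.593 against 0.611% ± 0.450 (adjusted p = 0.142), Flintibacter butyricus 1.85% ± 1.05 against 0.618% ± 0.326 (adjusted p = 0.147) and Clostridium asparagiforme 7.12% ± 1.71 against 3.81% ± 1.98 (adjusted p = 0.306), each above the control mean in 5 of 5 libraries. Parasutterella excrementihominis was 0.385% ± 0.0534 against 1.06% ± 0.487 (adjusted p = 0.147). Alistipes putredinis had 0 reads in the 5 treated libraries, which allows up to 0.00157% over the group, and 1.46% ± 3.26 in the controls, nearly all of it in control Ig replicate 2.

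The edgeR test passed 0 of 91 taxa after adjustment, against 22 with an unadjusted p under 0.05 and 7 with DESeq2. The median log2 fold change over the 91 taxa was 0.69, and it shifted by -0.76 with TMMwsp scaling and by -0.86 with DESeq2. The community as a whole differed (R2 = 0.292, one-sided exact permutation p = 0.0159, n = 5 each), as did the Shannon index (two-sided exact permutation p = 0.0238). Fits with all 35 libraries gave 12 taxa, and the community difference did not pass with Aitchison distances (R2 = 0.119) or Jaccard distances (R2 = 0.136). Without the library labelled control Ig replicate 2, which lay among the Btla strains, 5 taxa were higher and 2 lower. Parasutterella excrementihominis fell from 1.27% ± 0.108 (n = 4) to 0.385% ± 0.0534 (n = 5), and Clostridium saudiense from 1.86% ± 0.683 to 0.533% ± 0.283. Oscillibacter valericigenes, Clostridium indolis, Gracilibacter thermotolerans, Phocea massiliensis and Clostridium methylpentosum were the 5 that rose, and these lists of 5 and 2 taxa were read after their values were seen. The community difference then had R2 = 0.408 (exact permutation p = 0.0238) and the Shannon difference was 0.321 (exact permutation p = 0.0397).

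In mice lacking Hvem in T cells, 1 taxon was lower than in Tnfrsf14^flox mice. Clostridium aerotolerans made up 2.88% ± 2.30 of reads in the controls (SD, n = 3) and had 0 reads in the 4 Tnfrsf14^ΔCd4 libraries, at least 850-fold lower. The floor rests mostly on Tnfrsf14^ΔCd4 replicate 3, the deepest library of that group, and without it the bound was 182-fold. Clostridium xylanolyticum was 0.0140% ± 0.0131 (n = 4) against 0.797% ± 0.883 (n = 3), and each of the 4 libraries lay below every control (adjusted p = 0.0809). Its log2 fold change went from -5.73 to -4.36 without Tnfrsf14^flox replicate 1. Anaerosporobacter mobilis and Bacteroides thetaiotaomicron, a degrader of plant and host glycans, had 0 reads in the 4 libraries against 0.176% ± 0.198 and 0.812% ± 1.40 in the controls (adjusted p = 0.103 for each). Helicobacter typhlonius had reads in 2 of 4 libraries (0.405% ± 0.809, nearly all in replicate 1) and in 0 of 3 controls, and Anaeroplasma abactoclasticum in 0 of 4 libraries and in 2 of 3 controls (0.137% ± 0.237), with an adjusted p of 0.165 for each. The control means of Bacteroides thetaiotaomicron and Anaeroplasma abactoclasticum came almost wholly from Tnfrsf14^flox replicate 1, which lay in the antibody experiment (2.43% and 0.411%, against at most 0.0114% and 0.000617% in the other 2 controls).

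Bifidobacterium, a genus that ferments milk and plant sugars, made up 1.13% ± 0.619 against 0.118% ± 0.109 of reads. Lactobacillus and Lactococcus together held 5.73% ± 1.47 against 2.58% ± 1.13, and Prevotellaceae 2.93% ± 0.806 against 1.15% ± 1.08. These lists, and the families Bifidobacteriaceae, Lactobacillaceae (5.73% ± 1.47 against 2.25% ± 1.47) and Prevotellaceae, had an exact permutation p of 0.0286 (n = 4 and 3), the smallest that 3 against 4 can give, and did not pass after adjustment (0.171 over 18 lists and 0.181 over 19 families). Without the library labelled Tnfrsf14^flox replicate 1, the log2 difference of Bifidobacterium went from 3.67 to 2.51, that of Lactobacillaceae from 1.52 to 1.06 and that of Prevotellaceae from 3.01 to 0.77 (exact permutation p = 0.0667 for each, n = 4 and 2). Of 19 butyrate producers 0 passed, also when adjusted over the list alone, and the log2 fold change was above 0 for 1 of them, against 5 with TMMwsp scaling and 7 with DESeq2. With scaling to total reads the median over all taxa tested lay below 0 too. Of 16 Clostridium species 1 fell over all taxa and 2 when adjusted over the list alone. Of the 6 taxa the study named, all of them in other mice, 0 passed, also over the list alone. Clostridium asparagiforme was 0.389% ± 0.453 against 3.23% ± 5.52 with a log2 fold change of -3.05, which was 3.32 without Tnfrsf14^flox replicate 1. Flintibacter butyricus was 0.513% ± 0.186 against 0.868% ± 0.843 with a log2 fold change of -0.77, which was 0.09 with TMMwsp scaling, 0.45 with DESeq2 and 0.33 without that library. Oscillibacter valericigenes was 0.274% ± 0.188 against 1.23% ± 1.44 and Oscillibacter ruminantium 0.329% ± 0.136 against 1.04% ± 0.886, and without that library their log2 fold changes went from -2.18 to -0.57 and from -1.67 to -0.94. Parasutterella excrementihominis was 0.917% ± 0.430 against 0.661% ± 0.291. Alistipes putredinis was 0.0277% ± 0.0440, against 1 read in the controls.

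The edgeR test over 94 taxa gave an adjusted p of 0.0361 for Clostridium aerotolerans, below the controls in 4 of 4 libraries. The median log2 fold change over the 94 taxa was -0.98, and it shifted by 0.50 with TMMwsp scaling and by 0.80 with DESeq2. Neither the community (R2 = 0.265, one-sided exact permutation p = 0.114, n = 4 and 3) nor the Shannon index (2.39 ± 0.230 against 2.70 ± 0.408, two-sided exact permutation p = 0.286) passed. The number of changed taxa was 0 with TMMwsp scaling, 6 with DESeq2 and 34 at the level of OTUs. It was 3 without Tnfrsf14^flox replicate 2, 2 without replicate 3, and 0 without replicate 1 or any 1 of the 4 Tnfrsf14^ΔCd4 libraries. Tnfrsf14^flox replicate 1 was the library that lay in the antibody experiment, and without it 2 controls remained, whose spread the fit takes from all groups of the strain. The community difference then had R2 = 0.386 (exact permutation p = 0.0667) and the Shannon difference was -0.118 (exact permutation p = 0.733).

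In mice lacking Hvem in B cells no taxon passed the test against Tnfrsf14^flox mice. Stomatobaculum longum was 0.00369% ± 0.00346 against 0.428% ± 0.510 (SD, n = 3 each), on 3 reads in the Tnfrsf14^ΔCd19 libraries, and each of the 3 lay below every control. Neglecta timonensis was 0.0235% ± 0.0114 against 0.417% ± 0.592, below every control in 3 of 3 libraries, and Bacteroides thetaiotaomicron was 0.00173% ± 0.00299, which is 1 read, against 0.812% ± 1.40. Helicobacter typhlonius had reads in 2 of 3 libraries (0.303% ± 0.320) and in 0 of 3 controls. Alistipes putredinis was 0.149% ± 0.148, against 1 read in the controls. These 5 taxa had an adjusted p of 0.234. Tnfrsf14^flox replicate 1 held 1.00% of Stomatobaculum longum, 1.10% of Neglecta timonensis and 2.43% of Bacteroides thetaiotaomicron, and the other 2 controls at most 0.261%, 0.0940% and 0.0114%.

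Parasutterella excrementihominis, which formed the whole of the Alcaligenaceae, was 1.38% ± 0.415 against 0.661% ± 0.291, and Bifidobacterium 0.924% ± 0.518 against 0.118% ± 0.109. Clostridium species made up 3.53% ± 0.392 against 23.1% ± 24.7, Clostridiales without a named family 4.09% ± 0.0804 against 25.2% ± 25.3, and Enterobacteriaceae genera 0.00959% ± 0.00518 against 0.000308% ± 0.000534. Each had an exact permutation p of 0.1, the smallest that 3 against 3 can give, so that no list or family could pass (adjusted p = 0.475 and 0.4). Part of these differences lay in the library labelled Tnfrsf14^flox replicate 1. Without it the controls held 10.7% ± 4.53 of Clostridiales without a named family, 8.84% ± 2.61 of Clostridium species, 0.826% ± 0.0727 of Parasutterella excrementihominis and 0.174% ± 0.0687 of Bifidobacterium (SD, n = 2). Of 19 butyrate producers 0 passed, also when adjusted over the list alone, and 2 had a log2 fold change above 0, against 6 with TMMwsp scaling and 7 with DESeq2. Here too the median over all taxa tested lay below 0 with scaling to total reads. Of 16 Clostridium species 0 passed, also when adjusted over the list alone. Of the 6 taxa the study named 0 passed over all taxa and 1, Alistipes putredinis, rose when adjusted over the list alone. Oscillibacter valericigenes was 0.157% ± 0.0996 against 1.23% ± 1.44 and Oscillibacter ruminantium 0.237% ± 0.0555 against 1.04% ± 0.886, with log2 fold changes that went from -2.96 to -1.34 and from -2.14 to -1.39 without Tnfrsf14^flox replicate 1. Clostridium asparagiforme was 0.358% ± 0.301 against 3.23% ± 5.52 with a log2 fold change of -3.17, which was 3.19 without Tnfrsf14^flox replicate 1. Flintibacter butyricus was 0.292% ± 0.0958 against 0.868% ± 0.843 with a log2 fold change of -1.57, which was 0.06 with TMMwsp scaling and 0.22 with DESeq2.

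The edgeR test passed 0 of 94 taxa after adjustment, against 17 with an unadjusted p under 0.05 and 6 with DESeq2. The median log2 fold change over the 94 taxa was -1.24, and it shifted by 1.12 with TMMwsp scaling and by 1.22 with DESeq2. The community difference had R2 = 0.233 (one-sided exact permutation p = 0.2) and the Shannon index was 2.20 ± 0.264 against 2.70 ± 0.408 (two-sided exact permutation p = 0.2, n = 3 each), in a design that cannot go below 0.1. In the direct contrast of Tnfrsf14^ΔCd4 and Tnfrsf14^ΔCd19 mice 0 of 94 taxa passed the edgeR test, against 4 with an unadjusted p under 0.05, and with TMMwsp scaling it was 0 as well. The count against Tnfrsf14^flox mice was also 0 without Tnfrsf14^flox replicate 1, where R2 was 0.256 (exact permutation p = 0.4) and the Shannon difference -0.314 (exact permutation p = 0.3).

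The effects of each cre line in the Btla strains and in the Tnfrsf14 strains were compared as an interaction over 103 taxa in 25 libraries. For cre from Cd4, 16 taxa had a higher and 2 a lower effect in the Btla strains. Roseburia faecis averaged 0.357% in Btla^ΔCd4 and 0.0177% in Btla^flox mice, but 0.0121% in Tnfrsf14^ΔCd4 and 0.522% in Tnfrsf14^flox mice (log2 difference of effects 9.56 ± 2.28, SE, adjusted p = 0.00814). Clostridium aerotolerans averaged 0.113%, 0.0420%, 0% and 2.88% in these groups in the same order, and Anaerosporobacter mobilis 0.0789%, 0.0112%, 0% and 0.176%. Anaeroplasma abactoclasticum averaged 0.103%, 0%, 0% and 0.137%, and Clostridium saudiense, the other way round, 0%, 0.378%, 0.998% and 0.0752%. The adjusted p of these 4 taxa was 0.00588, 0.00814, 0.00942 and 0.0170. The Roseburia faecis of the Tnfrsf14^flox mice lay almost wholly in replicate 1 (1.56%, against 0% and 0.00370% in the others). Without that library its log2 difference of effects was 2.21 ± 1.91 (SE) and that of Anaeroplasma abactoclasticum 10.13 ± 3.99 (17.41 ± 4.05 with it), and neither passed, while the other 3 did.

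For cre from Cd19, 22 taxa had a higher and 2 a lower effect in the Btla strains. Roseburia faecis averaged 0.681% in Btla^ΔCd19 and 0.0177% in Btla^flox mice, but 0.0481% in Tnfrsf14^ΔCd19 and 0.522% in Tnfrsf14^flox mice (log2 difference of effects 8.70 ± 2.40, SE, adjusted p = 0.0296). Stomatobaculum longum averaged 0.301%, 0.0566%, 0.00369% and 0.428% in these groups, Anaerosporobacter mobilis 0.0856%, 0.0112%, 0.00692% and 0.176%, and Anaeroplasma abactoclasticum 0.514%, 0%, 0.00173% and 0.137%. Culturomica massiliensis averaged 1.39%, 0.940%, 0.235% and 0% and was among the 2 with a lower effect. The adjusted p of these 4 taxa was 0.0296, 0.0296, 0.0271 and 0.0429. Without Tnfrsf14^flox replicate 1 none of these 5 taxa passed. The log2 difference of Roseburia faecis was then 1.35 ± 1.97 (SE), while that of Stomatobaculum longum went from 9.19 ± 2.68 to 7.63 ± 2.59 and that of Anaerosporobacter mobilis from 7.59 ± 2.31 to 6.21 ± 2.23. The fitted values of the 2 taxa with 0 reads in a group went from 17.08 ± 4.03 to 9.78 ± 3.65 for Anaeroplasma abactoclasticum and from -9.11 ± 3.08 to -9.15 ± 3.48 for Culturomica massiliensis. The difference between the strains in the effect on the Shannon index was 0.943 for cre from Cd4 (exact permutation of the labels within each strain, p = 0.0259) and 1.27 for cre from Cd19 (exact permutation, p = 0.00992). Without Tnfrsf14^flox replicate 1 these were 0.755 (exact permutation p = 0.0672), which did not pass, and 1.08 (exact permutation p = 0.0202). The median log2 difference of effects over the 103 taxa was 1.87 for cre from Cd4 and 2.37 for cre from Cd19, and TMMwsp scaling shifted these by -0.93 and -1.94. The counts of 18 and 24 taxa were 11 and 0 with TMMwsp scaling, where the median log2 difference of the called taxa, each taken in its own direction, went from 6.35 to 5.40 and from 6.10 to 3.34, and without the library labelled Tnfrsf14^flox replicate 1 they were 10 and 3, or 21 and 9 without Btla^flox replicate 1 as well. Of the 18 and 24 taxa, 8 and 6 were still called with both libraries left out. The Cd4 count was 35 without Btla^flox replicate 1, 8 without Btla^ΔCd4 replicate 5 and 9 without Tnfrsf14^ΔCd4 replicate 3. The Cd19 count was 12 without Btla^flox replicate 3 or 5, 13 without Btla^ΔCd19 replicate 2, 10 without replicate 4, 3 without Tnfrsf14^ΔCd19 replicate 1 and 0 without replicate 2 or 3.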

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

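All explanations weighed here were tested only after the result was seen, except that control Ig replicate 2 came from the Hvem background and that replicate 1 libraries share a deviation. Of 106 groups of 4 or 5 libraries tested for 1 library far from the others, 17 held such a library, and they came from 9 libraries. Chance gives about 1 in 20 for normally distributed values. Most values tested were skewed shares, many of them of taxa chosen on these data, so that an excess over 1 in 20 is no evidence by itself. A library counted as far when its gap to the nearest other exceeded the 95% critical share of the range of the group in Dixon's test. Intervals are 95% Wilson intervals of the counts.

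Control Ig replicate 2 held 7.29% of Alistipes putredinis (7.06 to 7.52) against 0% to 0.0278% in the other controls, 3.27% of Marinilabilia salmonicolor (3.12 to 3.43) against 0% to 0.0185%, and 0.203% of Parasutterella excrementihominis (0.168 to 0.247) against 1.12% to 1.36%. Anti-Btla replicate 1 was the single treated library with Marinilabilia salmonicolor, at 0.00126%, which is 1 read. Anti-Btla replicate 2 held 21.1% of study-named taxa (20.1 to 22.2) against 10.3% to 13.2%, with Clostridium asparagiforme at 10.1% (9.34 to 10.8) against 5.85% to 7.07%. Its share of Gracilibacter thermotolerans was 1.20% (0.956 to 1.5) against 0.364% to 0.578%. Btla^flox replicate 1 had a Shannon index of 2.84 against 1.56 to 1.89 in the other controls, and 0.714% of Oscillibacter valericigenes (0.631 to 0.809) against 0.0587% to 0.247%. Btla^ΔCd4 replicate 5 had a Shannon index of 3.44 against 2.24 to 2.54, 1.18% of Roseburia faecis (1.07 to 1.30) against 0.105% to 0.253%, and 0.777% of Anaerostipes butyraticus (0.691 to 0.874) against 0.108% to 0.240%. Btla^ΔCd4 replicate 1 was alone in its group with reads of Turicibacteraceae, at 3.29% (2.93 to 3.69). Btla^ΔCd19 replicate 4 held 1.24% of Clostridium methylpentosum (1.04 to 1.48) against 0.0107% to 0.239%. Btla^ΔCd19 replicate 2 held 2.47% of Alistipes putredinis (2.37 to 2.56), below the 3.60% to 4.06% of the others. Tnfrsf14^ΔCd4 replicate 1 held 1.62% of Helicobacter typhlonius (1.39 to 1.89) against at most 0.00144%, and 1.06% of Clostridium asparagiforme (0.877 to 1.29) against 0.0905% to 0.249%.

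The libraries labelled control Ig replicate 2 and Tnfrsf14^flox replicate 1 stood apart from their groups, the first among the Btla strains and the second in the antibody experiment. An exchange of these 2 libraries is argued against by the neighbours of control Ig replicate 2: 0 of its 5 nearest libraries were of the Tnfrsf14 strains (the 2 libraries were exchanged would need at least 4). Its mean Bray-Curtis distance was 0.604 to the other Tnfrsf14^flox libraries and 0.412 to Btla^flox, which argues against an origin in the Tnfrsf14 strains. A mixture of samples is argued against too, since at most 0.327% of the reads of either library lay in OTUs seen only in other libraries of the labelled experiment. No biological explanation was tested, and a difference of the animal or its cage stays open. The study states that the mice given the antibody or control Ig were housed together, which bears on a cage difference for control Ig replicate 2, but the labels give no cages.

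Exchanging the labels of Btla^flox replicate 1 and a cre replicate 1 called more taxa than the labels as given, among the splits of the Btla samples. A real exchange is argued against by the distance of that library to the Btla^ΔCd19 group (0.548) and to the Btla^ΔCd4 group (0.536), against 0.373 to the Tnfrsf14 strains, although over species names both libraries of each exchange lay nearer to the group of the other. A deviation shared by the replicate 1 libraries is argued against by their lowest correlation of -0.202. The remaining candidate explanation, found on these data and so a hypothesis, is that the labels of Control_Ig replicate 2, BTLAflox replicate 1 and HVEMflox replicate 1 were rotated: of the 35 libraries exactly these 3 lay nearer to another of the 3 sets, each to a different one. Several values go the other way. A rotation would make the library labelled Tnfrsf14^flox replicate 1 a control Ig library. It held 0.330% of Parasutterella excrementihominis and 2.88% of Oscillibacter valericigenes. The other control Ig libraries held 1.12% to 1.36% and 0.518% to 1.19%, and the anti-Btla libraries 0.308% to 0.452% and 1.38% to 4.55%. Its 0.411% of Anaeroplasma abactoclasticum lay inside the range of those controls, 0.147% to 0.694%. It also had no read of Verrucomicrobiaceae, which its 17278 reads limit to 0.0174%. That family averaged more than this in both groups of the antibody experiment (see Other observations). Btla^flox replicate 1 had 0% of Clostridium aerotolerans, against 4.55% and 3.84% in Tnfrsf14^flox replicates 2 and 3. These values were picked after the data were seen. The distances compared the 3 sets and cannot place a library in a group within a set. Animals that differed from their group through housing or origin were not tested and stay open.

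Cre effects differed between the Btla and the Tnfrsf14 strains in the Shannon index (by 0.943 for cre from Cd4, exact permutation p = 0.0259, and by 1.27 for cre from Cd19, exact permutation p = 0.00992) and in 18 and 24 taxa. For cre from Cd4, 11 of the 18 taxa were still called with TMMwsp scaling, which argues against the scaling to total reads as the whole cause. All 18 kept their direction, but they had been chosen for large differences, so that this was nearly given in advance. Without the library labelled HVEMflox replicate 1 alone, 10 taxa passed, but only 7 of the 18 were among them. All 18 kept their direction, with a median of 5.73 (median SE 1.88) against 6.35 (median SE 1.84). How much of the pattern rests on that library stays open here as well. For cre from Cd19 the count was 0 with TMMwsp scaling. The log2 differences of the 24 taxa, each in its own direction, then had a median of 3.34 (median SE 1.54) against 6.10 (median SE 1.91), and all 24 kept their direction. The SE is derived from the F statistic, so that these values do not explain why the calls ended. Since these taxa had been chosen for the pattern, the part of scaling to total reads, for CD19cre, stays open. Without the library labelled HVEMflox replicate 1 alone the count was 3 and the median 5.00 (median SE 1.71, 23 taxa tested, of which 21 kept their direction), which leaves open how much of the pattern rests on it. Without that library the Shannon difference for cre from Cd4 was 0.755 and did not pass (exact permutation p = 0.0672), and that for cre from Cd19 was 1.08 (exact permutation p = 0.0202). A real difference between loss of the receptor and of its ligand stays open and was not separated from these.

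Other splits of the same samples were counted for each test of taxa, and the numbers of splits include the labels as given. Chance is less likely, though not excluded, for the 5 taxa of the Btla^ΔCd4 comparison, for which 2 of 100 splits gave as many (highest other 18). The same holds for the interactions, with 1 of 100 splits for cre from Cd4 (18 taxa, highest other 14) and 2 of 100 for cre from Cd19 (24 taxa, highest other 26). These shares were not adjusted for the number of tests. The splits do not argue against chance for the 2 taxa of the Btla^ΔCd19 comparison (5 of 100 splits, highest other 44). Nor do they for the 1 taxon of the Tnfrsf14^ΔCd4 comparison (4 of 35 splits, highest other 7) or the 1 taxon of the direct contrast of the Btla strains (11 of 100 splits, highest other 3). Counts of 0 are reached by every split, so that the splits say nothing on the antibody comparison (0 taxa, 100 of 100 splits, highest other 0) or the direct contrast of the Tnfrsf14 strains (0 taxa, 35 of 35 splits, highest other 4). For Tnfrsf14^ΔCd19 the 10 splits are too few for a share under 0.05 (0 taxa, 10 of 10 splits, highest other 12). Splits with 18, 44 and 7 taxa, several times the counts under the labels as given, point to a structure of the samples that the groups do not follow.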

How the results depend on the processing

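Leaving out the 3 libraries that lay nearer to another set of mice was chosen after the data were seen, as were all settings of the Shannon difference between the strains, and the other settings were chosen before. Those for the Foxp3 strains were not run, since their columns could not be mapped. Of the values of comparisons under other settings, 94 stayed within 1.5 times a count or on the same side of a threshold, 44 counts moved further, 10 values lost the threshold, 5 gained it and 1 changed direction. With 1 library left out these numbers were 209, 51, 19, 3 and 0. Of the named taxa, families and lists, 549 values under other settings and 789 with 1 library left out kept direction and side, 45 and 81 lost the threshold, 25 and 26 gained it, and 12 and 3 changed direction. Where no reason is given, the cause was not tested.

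With TMMwsp scaling the numbers of changed taxa were 2 for Btla^ΔCd4, 1 for Btla^ΔCd19, 0 for Tnfrsf14^ΔCd4, 0 for the direct contrast of the Btla strains, and 11 and 0 for the Cd4 and Cd19 interactions. With DESeq2 they were 8 for Btla^ΔCd4, 4 for Btla^ΔCd19, 6 for Tnfrsf14^ΔCd4, 6 for Tnfrsf14^ΔCd19 and 7 for the antibody. The 5 and 2 taxa called in the Btla comparisons were all called with DESeq2, and 2 and 1 of them with TMMwsp scaling. The exact rank-sum test gave 0 taxa after adjustment for Btla^ΔCd4, Btla^ΔCd19 and Tnfrsf14^ΔCd4, where the smallest possible p of 0.00794 and 0.0286 needs many taxa at that p, and for 0.0286 most of those tested. Without adjustment it gave 13, 13 and 4, and 20 for the antibody. No filter gave 2 taxa for Btla^ΔCd4, and the 0.1% filter gave 5 for Btla^ΔCd19. A fit of only the 2 groups gave 1 for Btla^ΔCd19. Fits of all 35 libraries gave 10 for Btla^ΔCd4, 10 for Btla^ΔCd19, 4 for Tnfrsf14^ΔCd4 and 12 for the antibody. At the level of OTUs there were 0 for Btla^ΔCd19 and 34 for Tnfrsf14^ΔCd4. Genera gave 0, 1 and 0, and families 2, 1 and 0, for Btla^ΔCd4, Btla^ΔCd19 and Tnfrsf14^ΔCd4.

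Correlations between libraries of the same replicate number ranged from -0.576 to 0.274, so that the numbers did not pair the samples throughout. In the antibody experiment they averaged 0.104, against -0.0164 for other pairs, and 3 of 5 were the best match. Whether the numbers pair those samples stays open. With the replicate block the counts were 3 for Btla^ΔCd4, 0 for Btla^ΔCd19 and 0 for Tnfrsf14^ΔCd4. Within that replicate block PERMANOVA gave R2 = 0.263 for Btla^ΔCd4 and 0.292 for the antibody, and the paired Shannon differences were 0.764 for Btla^ΔCd19 and 0.432 for the antibody, none past the threshold in exact permutation tests. With 5 pairs no p can lie below 0.0625, so that the design alone rules out a pass there. The log2 fold change of Clostridium asparagiforme turned to 0.51 for Tnfrsf14^ΔCd4 and 2.11 for Tnfrsf14^ΔCd19 with the replicate block.

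Without the library of each comparison that lay nearer to another set of mice there were 16 taxa for Btla^ΔCd4, 5 for Btla^ΔCd19, 0 for Tnfrsf14^ΔCd4 and 7 for the antibody. The interactions had 10 and 3 without Tnfrsf14^flox replicate 1, and the Cd19 interaction had 9 without Btla^flox replicate 1 as well. The Shannon difference between the strains for cre from Cd4 was 0.755 without Tnfrsf14^flox replicate 1, 0.737 without Btla^ΔCd4 replicate 5 and 0.837 without Btla^flox replicate 3, and it passed in none of these. Over all single libraries it ranged from 0.737 to 1.16, and for cre from Cd19 from 1.08 to 1.48, where it always passed. The Shannon difference of Btla^ΔCd4 mice (0.851) and the community difference of Btla^ΔCd19 mice (R2 = 0.447) then passed. Clostridium asparagiforme turned to 3.32 and 3.19 (log2) for Tnfrsf14^ΔCd4 and Tnfrsf14^ΔCd19, and Flintibacter butyricus to 0.33 for Tnfrsf14^ΔCd4.

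For Btla^ΔCd4 the community difference at family level was not past the threshold (R2 = 0.275). For Btla^ΔCd19 it passed with Aitchison (R2 = 0.222) and Jaccard distances (R2 = 0.204), while the number of taxa (higher by 10.6) and the inverse Simpson index (higher by 3.59) did not pass. For Tnfrsf14^ΔCd4 the community difference passed with Jaccard distances (R2 = 0.282), and the Shannon difference turned to 0.133 over OTUs. For the antibody it did not pass with Aitchison (R2 = 0.119) or Jaccard distances (R2 = 0.136). With the Btla controls split, the correlation of both Btla comparisons was 0.129. Alistipes putredinis in Btla^ΔCd19 mice turned to -0.157 with TMMwsp and -0.0941 with DESeq2 (log2). Flintibacter butyricus turned to 0.093 and 0.45 for Tnfrsf14^ΔCd4, and to 0.0600 and 0.22 for Tnfrsf14^ΔCd19, with the same tools. By mean rank Clostridium asparagiforme was higher by 1.17 in Tnfrsf14^ΔCd4 mice.

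With each library left out in turn, the counts ranged from 0 to 16 for Btla^ΔCd4, 0 to 12 for Btla^ΔCd19, 0 to 3 for Tnfrsf14^ΔCd4, 0 to 7 for the antibody, 0 to 4 for the direct contrast of the Btla strains, 8 to 35 for the Cd4 interaction and 0 to 36 for the Cd19 interaction. For Btla^ΔCd4 the count was 16 without Btla^flox replicate 1, 8 without Btla^ΔCd4 replicate 1, 2 without Btla^flox replicate 2 or Btla^ΔCd4 replicate 2, 3 or 4, and 0 without Btla^flox replicate 3, 4 or 5 or Btla^ΔCd4 replicate 5. For Btla^ΔCd19 it was 12 without Btla^ΔCd19 replicate 1, 6 without replicate 5, 5 without Btla^flox replicate 1, 1 without Btla^ΔCd19 replicate 2 or 4, and 0 without Btla^flox replicate 3, 4 or 5. For Tnfrsf14^ΔCd4 it was 3 without Tnfrsf14^flox replicate 2, 2 without replicate 3, and 0 without replicate 1 or any Tnfrsf14^ΔCd4 library. For the antibody it was 7 without control Ig replicate 2. For the direct contrast it was 4 without Btla^ΔCd4 replicate 1, 2 without Btla^ΔCd19 replicate 1, and 0 without Btla^ΔCd4 replicate 2, 3, 4 or 5 or Btla^ΔCd19 replicate 2 or 3. The Cd4 interaction had 35 without Btla^flox replicate 1, 10 without Tnfrsf14^flox replicate 1, 9 without Tnfrsf14^ΔCd4 replicate 3 and 8 without Btla^ΔCd4 replicate 5. The Cd19 interaction had 12 without Btla^flox replicate 3 or 5, 13 without Btla^ΔCd19 replicate 2, 10 without replicate 4, 3 without Tnfrsf14^flox replicate 1 or Tnfrsf14^ΔCd19 replicate 1, and 0 without Tnfrsf14^ΔCd19 replicate 2 or 3.

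With single libraries left out R2 ranged from 0.218 to 0.425 for Btla^ΔCd4 and from 0.214 to 0.447 for Btla^ΔCd19. The first no longer passed without any 1 of replicates 2, 3, 4 and 5 of either group, and the second passed without Btla^flox replicate 1 or Btla^ΔCd19 replicate 1 (R2 = 0.361). The Shannon difference ranged from 0.432 to 0.851 for Btla^ΔCd4 and from 0.653 to 0.979 for Btla^ΔCd19, which no longer passed without any 1 of replicates 2, 3, 4 and 5 of either group. The numbers of lists and of families past the threshold ranged from 0 to 3, with 3 without Btla^ΔCd4 replicate 1 or Btla^ΔCd19 replicate 1, and 2 families without control Ig replicate 5. The log2 fold change of Clostridium asparagiforme ranged from -4.30 to 3.32 for Tnfrsf14^ΔCd4 and from -3.75 to 3.19 for Tnfrsf14^ΔCd19, and that of Flintibacter butyricus from -1.26 to 0.33 for Tnfrsf14^ΔCd4. Depth limits the smallest library most, Tnfrsf14^ΔCd4 replicate 4 with 3239 reads, where a count of 0 allows up to 0.0926%.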

Other observations

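These values belong to no comparison of the design and were chosen after the data were seen. Erysipelotrichaceae averaged 0.178% ± 0.365 of reads with control Ig and 0.00965% ± 0.0112 with anti-Btla (SD, n = 5 each), while the 6 groups of floxed strains averaged between 3.72% and 8.18%. Most of the control Ig mean came from replicate 2, which lay among the Btla strains and held 0.832%, against 0.00292% to 0.0250% in the other 4, and the Tnfrsf14^flox mean of 3.72% came almost wholly from replicate 2, with 0.0289% in replicate 1, which lay in the antibody experiment, and 0.156% in replicate 3, which did not. Turicibacteraceae averaged 13.4% ± 5.88 with control Ig and 6.02% ± 3.22 with anti-Btla, and between 0.658% and 4.53% in the floxed strains, with the lowest control Ig value, 3.85%, in replicate 2 too. The groups overlapped in this family, since the 4.53% of Tnfrsf14^ΔCd19 came almost wholly from replicate 1, at 13.5%. Verrucomicrobiaceae, the family of the mucin degrader Akkermansia, averaged 0.430% ± 0.396 with control Ig and 0.169% ± 0.0787 with anti-Btla, and had 0 reads in all libraries of the Btla strains, of Tnfrsf14^flox and of Tnfrsf14^ΔCd4. These sets of mice were not compared by the design, so that strain, housing and treatment cannot be separated in them. No 2 libraries of a group were copies of each other, as the lowest chi-square per degree of freedom between libraries of a group was 7.98.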
